A study of Xenopus tropicalis with 31 samples. Its data were reported in "Foxi2 and Sox3 are master transcription regulators that control ectoderm germ layer specification in Xenopus" (2025).

How the data were processed

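Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on *Xenopus tropicalis* embryos. Foxi2 and Sox3, maternal transcription factors, were profiled in whole embryos at stages 8, 9 and 10.5 (mid-blastula, late blastula and early gastrula). The coactivator Ep300, the activating mark H3K27ac and the repressive mark H3K27me3 were profiled in ectoderm and endoderm dissected at stage 10.5. Ep300 was profiled in a first experiment on wild-type tissue and in a second experiment that compared wild-type tissue with tissue from FS morphants, embryos injected with morpholinos against Foxi2 and Sox3. The labels place 31 samples in 19 groups. Of these, 12 groups hold 2 replicates and 7 hold 1 sample, namely the first Ep300 experiment, H3K27ac and the input DNA. The extraction protocol given for all 31 samples, inputs included, names an antibody against VegT, whatever protein the title names. The titles were followed here. The 16 lists used here give 1 list per group, and the 3 input groups have no list of their own.

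According to the methods of the study, reads were aligned with Bowtie 2 to the *X. tropicalis* genome version 10.0, duplicates were removed, and MACS2 called peaks against input DNA of the matching stage or tissue with a relaxed p-value. Replicates were then combined by the irreproducible discovery rate at 0.05. The 12 Foxi2, Sox3 and Ep300 lists carry values made by the authors with MACS2: a fold enrichment (ratio) of ChIP over input at the summit, and the −log10 of the p-value. The −log10 of the q-value, also deposited, was not used here. The deposited score of each peak is the scaled irreproducibility score, which is never below 540 in these lists. The summit offset from the peak start in bp was also taken as deposited. The 4 histone lists were made by the authors with ROSE, a program that stitches neighbouring peaks and ranks them. Per the file headers of the H3K27ac ectoderm table, peaks within 12 kb were stitched. For H3K27ac the deposited tables give the signal of each region, scaled by the authors, its rank and whether it lies above the cutoff for super-enhancers (SEs). For H3K27me3 the deposited lists give the rank and the cutoff call alone. The signal column of both H3K27ac tables is headed with the name of the animal-pole library, while the region names of the endoderm table carry the vegetal library. Endoderm ranks and SE calls are therefore used as the authors gave them, with the library behind the ranking not settled.

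Read depths per sample are not stated in the lists, so the depth behind each peak is unknown. The precision of a share is set by the number of peaks in the list, and each share has a Wilson 95% interval. These intervals cover counting error only. The 10 chromosomes span 1449 Mb. Coordinates are those of the lists and are printed counting from 1. Gene positions and names came from the RefSeq table for UCB_Xtro_10.0, which is the assembly of the lists, and all 19 genes of the fixed lists were found in it by symbol.

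Overlap between lists was counted when peaks shared at least 1 bp. An Ep300 peak that overlapped both a Foxi2 and a Sox3 peak of stage 10.5 was called a co-bound, or FSE, peak. Peaks of the 3 stages of a factor were merged into regions and sorted into 7 classes by the stages that bound them. Co-binding was tested against 1000 random placements, in which one list was shifted along each chromosome and wrapped around its end, with a one-sided permutation p. A difference between 2 shares was given a 95% interval from 1000 bootstrap draws of 1-Mb genome blocks and was called when the interval excluded 0. For peaks kept in FS morphants, co-bound and other peaks were compared within 10 equal-sized bins of wild-type peak −log10 p, weighted by the co-bound peaks in each bin. Fixed gene lists were compared with 10000 random lists of the same size, matched on gene length, by a one-sided permutation test. Adjusted p-values follow Benjamini and Hochberg within each family of tests. With 1 list per group, none of these tests uses the spread between embryos or replicates: they describe the lists.

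The comparisons, their tests, the gene lists and the rule for naming single regions were chosen before the data were examined. The ectoderm list holds 13 genes and the endoderm list 6, all named in the text of the study. The values of 1 gene of the ectoderm list are counted in the totals for the list but are not reported here on their own. The single regions are, among FSE peaks of the wild-type ectoderm list of the second experiment, the 3 with the highest −log10 p that overlap no FS morphant peak and the 3 with the highest that overlap one. The stage-to-stage differences, the split of kept peaks by factor, the recurrence of peaks in the first Ep300 experiment, the differences in co-bound share between wild-type and morphant lists, the overlap of Ep300 peaks with other tissues and earlier stages, and the tests of the difference between tissues were added after the data had been seen.

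The alternatives were an overlap of at least 50% of each peak, a summit inside the other peak, the stronger 50% of each list, lists of equal length, the second Ep300 experiment, matching on strength or no matching, the higher-ranked 50% of histone regions, peaks trimmed to 100 bp on each side of the summit, and gene distances of 5 and 50 kb in place of 20 kb. For comparisons of co-bound peaks, the stronger 50% was taken of the Foxi2 and Sox3 lists too. That setting therefore also changed which peaks counted as co-bound. Matching in 50 bins was added later. The effect of the alternatives is given in the closing section.

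The matched comparison was tested on simulated data built on the 5552 wild-type ectoderm peaks. With no difference planted, 3 of 50 simulations were called. With a planted difference of -15 percentage points, all 50 were called, the mean estimate was -15.0 and 47 intervals held the planted value. Without matching, simulations in which strength alone decided gave a mean difference of 13.7 percentage points. The placement test on a randomly placed stage 8 list gave a share of 0.38% and a permutation p of 0.478.

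Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Overlap counts were checked with bedtools 2.31.1, and figures were drawn with Matplotlib 3.10.9. The search for Fox and Sox motifs at summits was not run, because no genome sequence was used here. Input DNA samples and reads were not analysed here.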

Results

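The data were lists of bound or marked regions, 1 per group. Foxi2 had 13158 peaks at stage 8, 6668 at stage 9 and 6039 at stage 10.5. Sox3 had 5827, 4401 and 14648 peaks at the same stages. In the first Ep300 experiment, the ectoderm list held 5840 peaks and the endoderm list 11690. The second experiment gave 5552 peaks in wild-type ectoderm, 3593 in FS morphant ectoderm, 11597 in wild-type endoderm and 11247 in FS morphant endoderm. Peak strength differed between the experiments. The median −log10 p was 18.0 in ectoderm and 16.5 in endoderm in the first, against 62.4 and 73.0 in the wild-type lists of the second. H3K27ac lists held 16257 regions in ectoderm and 17263 in endoderm, and H3K27me3 lists held 29268 and 27207. The wild-type lists recurred in part between the experiments. Of the 5552 ectoderm peaks of the second, 68.8% (95% interval 67.5 to 70.0) overlapped a peak of the first, and of the 11597 endoderm peaks, 59.5% (58.6 to 60.4) did. Replicate-level values were not analysed here, so no difference could be set against the spread between replicates.

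The first question was how far Foxi2 and Sox3 occupied the same sites as zygotic genome activation proceeded. At stage 8, 8.79% of Foxi2 peaks (8.32 to 9.29) overlapped a Sox3 peak, and 19.8% of Sox3 peaks (18.8 to 20.8) overlapped a Foxi2 peak. At stage 9 the shares were 39.6% (38.4 to 40.8) and 59.6% (58.1 to 61.0). By stage 10.5, 79.4% of Foxi2 peaks (78.4 to 80.4) overlapped Sox3, whereas 32.8% of Sox3 peaks (32.1 to 33.6) overlapped Foxi2. Random placement never gave more than 2.45% in any of the 6 tests, and each permutation p was 0.001, the smallest that 1000 placements can give (adjusted p 0.001). Shifted lists can land anywhere on a chromosome, so these tests do not separate co-binding from a shared preference for the same kind of chromatin. The share of Foxi2 peaks rose by 30.8 percentage points from stage 8 to 9 and by 39.9 from stage 9 to 10.5. For Sox3 it rose by 39.8 and then fell by 26.7. All 4 block bootstrap intervals excluded 0. The stage 8 shares and both rises from stage 8 rest on the stage 8 Sox3 list. Whether that list holds sites of another factor is not settled, as described under the other observations. The length of the lists moved the shares most. With the lists of both factors at the same length in each stage, 11.2%, 48.2% and 57.4% of Foxi2 peaks and 11.4%, 48.1% and 57.0% of Sox3 peaks were shared at stages 8, 9 and 10.5. The fall in the Sox3 share after stage 9 then became a rise of 8.90 (7.12 to 10.8).

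**Figure D1:**
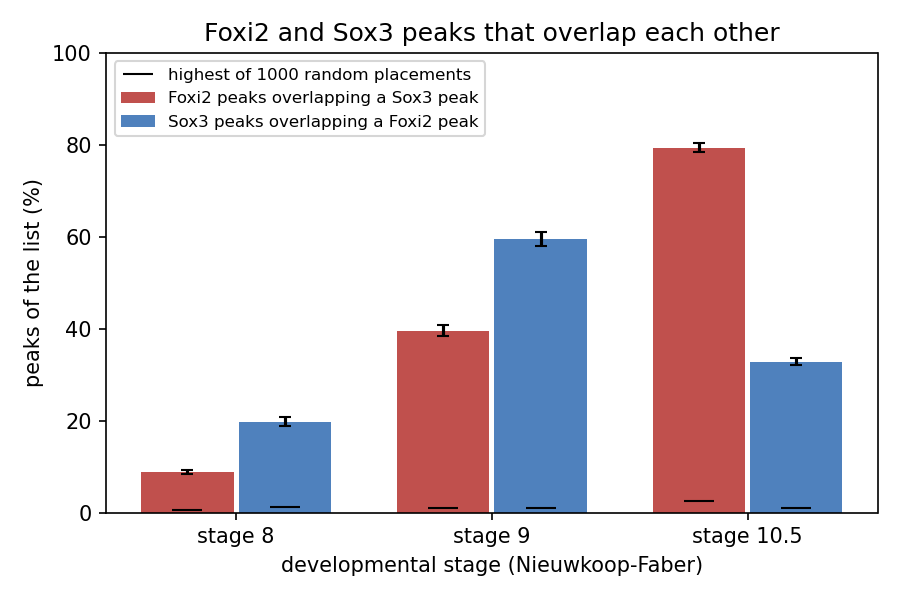
Bars give the share of peaks (%) of each factor that overlap a peak of the other at stages 8, 9 and 10.5, with Wilson 95% intervals, and black lines give the highest share in 1000 random placements. The Foxi2 share rises from 8.79% to 79.4%, while the Sox3 share is 59.6% at stage 9 and 32.8% at stage 10.5, where the Sox3 list is the longer one.

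Regions were next sorted by the stages that bound them, to ask which binding patterns coincided with Ep300. Merging gave 16392 Foxi2 regions, of which 61.1% were bound at a single stage and 7061 at stage 8 alone. Among 18901 Sox3 regions, 73.6% were bound at a single stage and 9753 at stage 10.5 alone. The first share fell to 52.1% and the second to 63.7% when the lists of the 3 stages were brought to equal length. With these lists, regions of stage 8 alone fell from 43.1% to 16.6% of Foxi2 regions. Among Sox3 regions, those of stage 10.5 alone fell from 51.6% to 15.6%, and those of stage 8 alone rose from 21.1% to 37.1%. Of 6020 Foxi2 regions bound at stage 10.5, 44.5% (43.2 to 45.7) overlapped an ectoderm Ep300 peak of the first experiment. Of the 10372 regions not bound at that stage, 3.43% (3.10 to 3.80) did, a difference of 41.1 percentage points (39.5 to 42.6). For Sox3, 3951 of 14633 regions bound at stage 10.5 (26.3% to 27.7%) and 57 of 4268 others (1.34%, 1.03 to 1.73) did, a difference of 25.7 (24.5 to 26.8). Requiring an overlap of at least 50% of each peak lowered the differences most, to 25.7 for Foxi2 and 16.3 for Sox3. Regions bound at stages 9 and 10.5 but not 8 had the highest Ep300 share for both factors, 59.8% (54.8 to 64.6) for Foxi2 and 57.8% (56.0 to 59.5) for Sox3. For Foxi2 this order did not hold with lists of equal length, where the share was 52.8% (49.5 to 56.1) against 54.3% (52.3 to 56.4) in regions bound at all 3 stages. Regions bound at stage 8 alone overlapped Ep300 in 1.46% (1.20 to 1.77) and 1.31% (0.998 to 1.71) of cases.

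**Figure D2:**
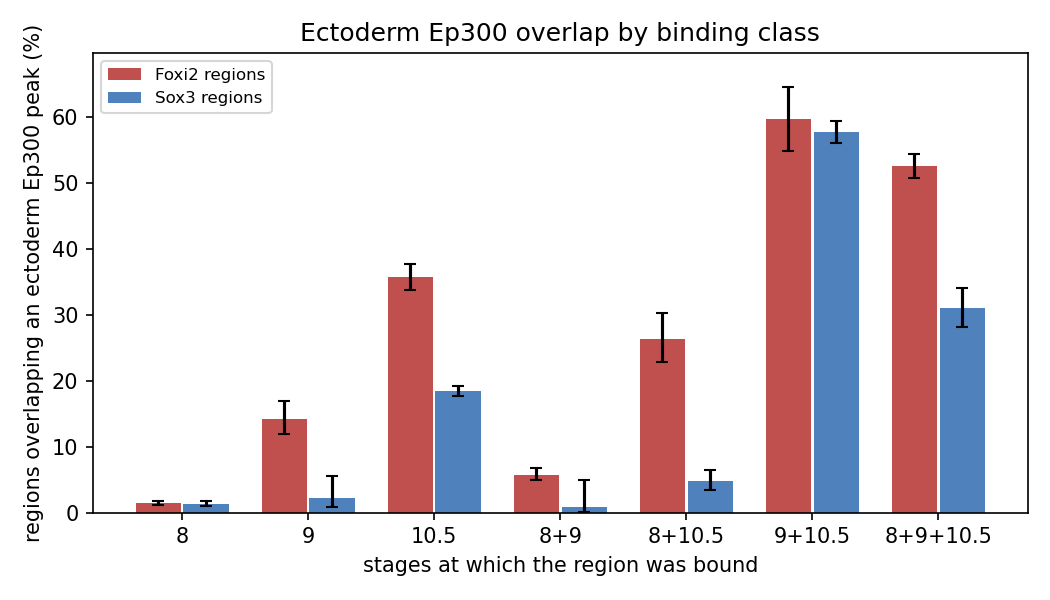
Bars give the share (%) of merged Foxi2 and Sox3 regions that overlap an ectoderm Ep300 peak of the first experiment, by the stages at which the region was bound, with Wilson 95% intervals. Regions bound at stages 9 and 10.5 reach 59.8% for Foxi2 and 57.8% for Sox3, and those bound at stage 8 alone stay at 1.46% and 1.31%.

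Co-binding was then compared between the Ep300 sites of the germ layers. In ectoderm, 2653 of 5840 Ep300 peaks (45.4%, 44.2 to 46.7) were co-bound at stage 10.5. Of these ectoderm peaks, 2744 overlapped Foxi2, and 96.7% (95.9 to 97.3) of those also overlapped Sox3. Sox3 was found at 4044 peaks, of which 65.6% (64.1 to 67.1) also had Foxi2. In endoderm, 1957 of 11690 Ep300 peaks (16.7%, 16.1 to 17.4) were co-bound, which is 28.7 percentage points fewer than in ectoderm (27.2 to 30.2). The factor lists came from whole embryos, so co-binding at an endoderm Ep300 site does not place the factors in endoderm. Requiring an overlap of at least 50% of each peak lowered the difference to 12.4. In the second experiment the wild-type shares were 52.4% and 20.3%. Of the co-bound ectoderm peaks, 46.0% also overlapped an endoderm Ep300 peak, against 26.3% of other ectoderm peaks, a difference of 19.8 (16.3 to 22.9). Within bins of equal Ep300 strength this difference was 12.7 (9.25 to 15.9). Earlier binding was compared between the same sets of peaks, without matching on strength. Co-bound peaks are defined by stage 10.5 Foxi2 and Sox3, so a gap in the same factor at an earlier stage is in part built into the grouping. Foxi2 was bound at stage 8 at 61.6% of co-bound peaks and 9.07% of other peaks, a difference of 52.6 (50.5 to 54.6). Sox3 was bound at stage 8 at 7.46% and 5.93%, a difference of 1.53 whose interval (-0.0683 to 2.98) included 0. At stage 9 the Sox3 shares were 65.9% and 12.8%.

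Histone marks were compared at co-bound and other ectoderm Ep300 peaks, to ask whether co-binding went with a chromatin state particular to ectoderm. An ectoderm H3K27ac region covered 85.0% of co-bound peaks (83.6 to 86.3) and 68.4% of other peaks (66.8 to 70.0), a difference of 16.6 percentage points (13.6 to 19.6). Settings based on peak strength moved this most. Within bins of equal Ep300 strength the difference was 3.14 (0.495 to 5.97). In the stronger 50% of each list, which also changed the peaks that counted as co-bound, it was -0.790 (-3.76 to 2.22). With endoderm H3K27ac the shares were 59.0% and 44.0%, a difference of 15.0 (11.7 to 18.3), which was 9.45 (5.79 to 12.8) within bins of equal strength and 8.52 (4.57 to 12.5) in the stronger 50% of each list. In percentage points and with strength taken into account, the estimated H3K27ac difference was thus not larger in ectoderm than in endoderm. The ectoderm shares were the higher ones, which leaves less room for such a difference. For H3K27ac, the difference between the tissues was not tested with matching, so no tissue contrast is drawn from it. Ectoderm H3K27me3 overlapped 24.3% of co-bound peaks (22.7 to 25.9) and 33.9% of other peaks (32.2 to 35.5), a difference of -9.58 (-12.5 to -6.72). In endoderm the difference was -12.5 (-16.2 to -9.24). Neither H3K27me3 difference was detected with the Ep300 peaks of the second experiment, where they were -0.544 (-3.00 to 1.96) in ectoderm and 0.598 (-1.59 to 2.84) in endoderm.

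**Figure D3:**
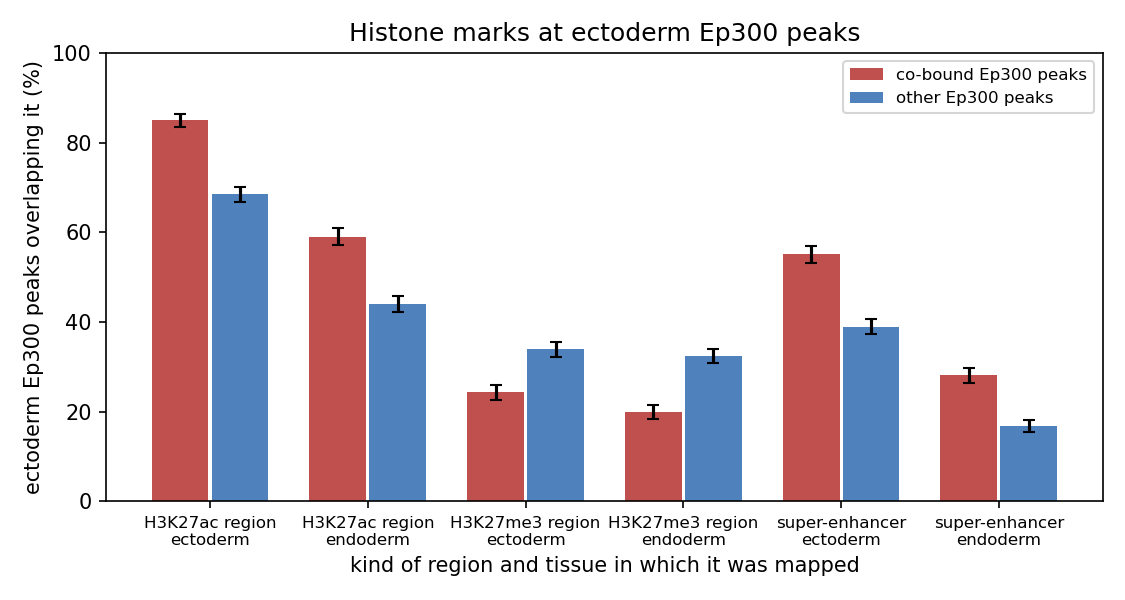
Bars give the share (%) of co-bound and other ectoderm Ep300 peaks of the first experiment that overlap an H3K27ac region, an H3K27me3 region or a super-enhancer, each mapped in ectoderm or endoderm, with Wilson 95% intervals. Co-bound peaks are higher for H3K27ac (85.0% against 68.4% in ectoderm) and lower for H3K27me3 (24.3% against 33.9%).

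SEs, the top-ranked stitched H3K27ac regions, numbered 1156 in ectoderm and 671 in endoderm and covered 81.4 and 47.3 Mb. The library behind the endoderm ranking is not settled, as described under the processing of the data. In ectoderm, 55.1% of co-bound peaks (53.2 to 57.0) and 38.9% of other peaks (37.2 to 40.6) lay in an SE, a difference of 16.2 percentage points (12.9 to 19.8) that fell to 7.19 (3.54 to 11.3) within bins of equal strength. Of the same ectoderm Ep300 peaks, 28.0% and 16.8% lay in an endoderm SE, a difference of 11.3 (8.05 to 14.3). Counted by region, 728 of 1156 ectoderm SEs (63.0%, 60.2 to 65.7) held a co-bound Ep300 peak, against 4.40% (4.08 to 4.74) of 15101 regular enhancers. SEs are much longer than regular enhancers. Their median widths in ectoderm were 60284.5 and 1372 bp, and these shares of regions were not corrected for width. Random placement put at most 11.9% of co-bound and 9.52% of other ectoderm Ep300 peaks in an ectoderm SE. Each permutation p was 0.001, the smallest that 1000 placements can give. The width of SEs alone therefore did not give the shares of peaks in SEs, but regular enhancers were not tested this way. Of the ectoderm SEs, 389 overlapped an endoderm SE and 767 did not. A co-bound peak was found in 62.5% (59.0 to 65.8) of the 767, in 64.0% (59.1 to 68.6) of the 389 and in 30.7% (25.7 to 36.3) of the 283 endoderm SEs with no ectoderm counterpart. Of all 671 endoderm SEs, 49.3% (45.6 to 53.1) held one. All these counts use the ectoderm Ep300 peaks of the first experiment, and co-bound endoderm Ep300 peaks were not counted in SEs. No ectoderm Ep300 peak of either kind was found in 34.7% of endoderm SEs, against 13.9% of ectoderm SEs. The lower shares in endoderm SEs are thus in part built into the choice of list.

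Loss of Foxi2 and Sox3 was examined in the second Ep300 experiment, by asking which wild-type peaks also appeared in the FS morphant list. No list from a control morpholino was analysed here. In ectoderm, 1168 of 2909 co-bound peaks (40.2%, 38.4 to 41.9) and 1283 of 2643 other peaks (48.5%, 46.6 to 50.4) were kept. Co-bound peaks were stronger, and stronger peaks were kept more often. Within bins of equal wild-type strength, the co-bound share was lower by a difference of -24.4 percentage points (-27.2 to -21.4). Leaving out the matching moved this most, to -8.39. Peaks with neither factor were kept in 57.1% of cases (54.0 to 60.2). Relative to these and within bins, the kept share was lower by a difference of -39.7 (-44.4 to -36.4) with both factors, -22.9 (-26.9 to -19.1) with Sox3 alone and -22.4 (-31.7 to -13.2) with Foxi2 alone, the last over 127 peaks. With an overlap of at least 50% of each peak these became -22.7 (-28.5 to -16.8), -13.3 (-17.1 to -9.13) and -20.5 (-27.0 to -13.3). Without matching, the kept shares were 40.2% with both factors, 44.1% with Sox3 alone and 36.2% with Foxi2 alone. Each matched value was weighted by the bins of its own class, so these values do not rank the classes against each other. Recurrence in the wild-type list of the first experiment went the other way from the kept share of co-bound peaks. It was higher for co-bound than for other peaks by 9.22 percentage points (7.27 to 11.5) within bins. In endoderm, 85.4% (84.0 to 86.8) of 2349 co-bound peaks and 83.0% (82.2 to 83.8) of 9248 other peaks were kept. Within bins the difference was -6.37 (-7.52 to -5.12), whereas without matching it was 2.43 (0.867 to 3.98). The co-bound share of the list fell from 52.4% in wild-type to 35.6% in FS morphant ectoderm, and from 20.3% to 18.4% in endoderm.

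**Figure D4:**
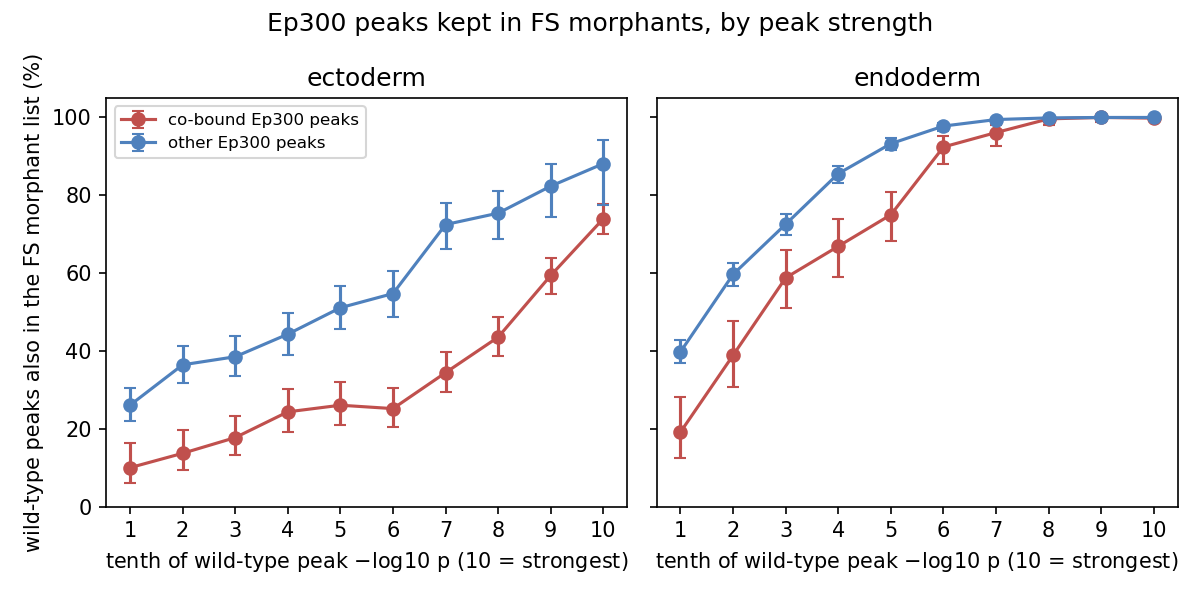
Points give the share (%) of wild-type Ep300 peaks that overlap an FS morphant peak in ectoderm and endoderm, for co-bound and other peaks in 10 bins of wild-type −log10 p from weakest to strongest, with Wilson 95% intervals. In ectoderm, co-bound peaks lie below other peaks in all 10 bins, from 10.0% against 26.1% in the weakest to 74.0% against 88.1% in the strongest, while the strongest endoderm bins approach 100%.

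Of the co-bound ectoderm peaks that overlapped no FS morphant peak, the strongest lay on chromosome 10 at 13730249 to 13731296, 2100 bp from *spaca5*, with a fold enrichment of 31.0 and a −log10 p of 376. The next lay within *atp10b* on chromosome 3 at 23526903 to 23528407, with a fold enrichment of 30.5 and a −log10 p of 369. The third lay on chromosome 8 at 95147651 to 95149154, 69981 bp from *cnih1*, the nearest gene, with a fold enrichment of 23.9 and a −log10 p of 305. All 3 overlapped a stage 8 Foxi2 peak, a wild-type endoderm Ep300 peak and an ectoderm SE. Of those that were kept, the strongest lay on chromosome 10 at 5758105 to 5759022, 93968 bp from *spo11*, with a fold enrichment of 28.6 in wild-type and 26.2 in FS morphant ectoderm. The next lay within *slc25a13* on chromosome 6 at 33532490 to 33533431, with fold enrichments of 29.9 and 26.3. The third lay on chromosome 1 at 146143563 to 146145247, 75 bp from *lhx5*, with fold enrichments of 28.7 and 28.5. All 3 also lay in an ectoderm SE. Exon and intron positions were not used here.

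Genes named in the study as expressed in ectoderm or endoderm were examined for nearby co-bound peaks. These lists were chosen by the study with these data in view, so they are not independent of them. Of the 13 ectoderm genes, 11 had an FSE peak of the first experiment within 20 kb. Random lists averaged 1.32 and reached at most 7, for a permutation p of 0.0001, the smallest that 10000 lists can give (adjusted over the lists alone, 0.0002). Of the 6 endoderm genes, 3 did, against a random mean of 0.535 (permutation p 0.0106, adjusted 0.0106). At a distance of 50 kb the endoderm count was also 3, with a permutation p of 0.0542. The genes *krt70* (chromosome 10, 7571389 to 7577912) and *tp63* (chromosome 5, 103961456 to 104069403) each had 4 FSE peaks. Of the 13 ectoderm genes, 10 overlapped an ectoderm SE and 0 an endoderm SE. In the endoderm list 0 genes overlapped an ectoderm SE and 1, *vegt* (chromosome 1, 152851701 to 152863100), an endoderm SE. Ep300 peaks within 20 kb of the ectoderm genes numbered 39 in wild-type and 17 in FS morphant ectoderm. They were fewer at 8 genes and equal in number at 5. For *tp63* the number was 6 in wild-type and 1 in FS morphants, and for *eya1* (chromosome 6, 120484305 to 120556529) it was 7 and 1. Near the 6 endoderm genes there were 4 and 6 such peaks, with *vegt* going from 1 to 3. Single genes named here were picked after their values were seen.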

Values the study reported

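The study reported 16427 Foxi2-bound regions over its time course, with 13158 at stage 8, 6668 at stage 9 and 6039 at stage 10.5. For Sox3 it reported 18965 peaks in all, and 5828, 4402 and 14648 at those stages. It gave 81% as the part of early gastrula Foxi2 peaks at which Sox3 was enriched, and counted 4866 regions bound by both. It counted 2901 co-bound regions at ectodermal Ep300 peaks, out of 3050 Foxi2/Ep300 and 4015 Sox3/Ep300 peaks, and put co-bound regions at 49.7% of ectodermal Ep300 sites. It listed 386 SEs shared between the germ layers, 761 found only in ectoderm and 285 only in endoderm, with an average size of 20 kb.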

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

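All tests of a difference between tissues in this part were chosen after the data had been seen. The tests on peak strength, on list choice and on the odds scale were chosen only after the result was seen. For the test with equal numbers of SEs, what each outcome would mean was set down before its value was seen. The difference between the tissues was tested for 4 comparisons, each by a block bootstrap of the difference itself. It excluded 0 in 3 of them, which are weighed here. For H3K27ac it was 1.53 percentage points (-1.83 to 5.07).

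The first is the loss of co-bound Ep300 peaks in FS morphants. Within bins of equal strength the kept share of co-bound peaks differed from that of other peaks by -24.4 percentage points in ectoderm and -6.37 in endoderm, and the difference between the tissues was -18.1 (-21.3 to -14.8). Endoderm peaks were mostly kept, with 100% of both sets present in the ninth of the 10 bins, which leaves little room for a difference in percentage points. On the odds scale, which has no such ceiling, the odds ratio of being kept was 0.298 (0.253 to 0.350) in ectoderm and 0.368 (0.315 to 0.441) in endoderm. Their ratio was 0.810 (0.644 to 1.01), an interval that includes 1. A ceiling on the endoderm share may therefore account for the wider ectoderm margin, and the tissue difference rests on the scale chosen. Tissue itself remains an untested biological explanation. The batches of injection and the efficiency of knockdown in each tissue are not given by the lists. The methods of the study place the morpholino injections on the animal side of the embryo. Whether endoderm received the same dose as ectoderm is unknown.

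The second is H3K27me3. Co-bound peaks overlapped it less often than other peaks, by -9.58 percentage points in ectoderm and -12.5 in endoderm, so that the tissue difference was 2.90 (0.473 to 5.41). Matching the peaks on Ep300 strength brought it to -1.75 (-4.33 to 0.848), and the Ep300 peaks of the second experiment gave -1.14 (-3.16 to 1.01). Peak strength and the choice of Ep300 list are each a candidate explanation, and nothing here argues against either. A biological difference between tissues stays untested.

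The third is the overlap with SEs, where co-bound peaks exceeded other peaks by 16.2 percentage points in ectoderm and 11.3 in endoderm, a tissue difference of 4.91 (1.43 to 8.77). Ectoderm had more SEs. With the top 671 regions taken in both tissues the difference was 2.11 (-1.17 to 5.74). Matching on Ep300 strength turned it to -4.03 (-8.13 to 0.384), and the Ep300 peaks of the second experiment gave -2.72 (-6.76 to 1.39). The larger number of ectoderm SEs, peak strength and the choice of Ep300 list could each account for it, and all 3 remain open beside tissue, as does the unsettled library behind the endoderm ranking.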

How the results depend on the processing

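Matching in 50 bins and all alternatives for the comparisons that were added later (stage-to-stage differences, co-bound share in wild-type against morphant lists, kept share by factor, recurrence in the first experiment, and overlap with endoderm Ep300 or earlier stages) were tests chosen after the data had been seen. Of 37 results, recomputed under 155 alternatives in all, 28 kept their direction and their side of the threshold under every alternative that was run for them. The other 9 did not under at least 1. Results with a test were judged by direction and threshold alone, whatever their size, and the single-stage shares, which have no test, by their counting interval.

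In the stronger 50% of each list, the ectoderm H3K27ac difference reversed from 16.6 to -0.790 percentage points (-3.76 to 2.22). It kept its direction and call under the other alternatives, from 3.14 with matching on strength to 18.7 with the higher-ranked regions. With the Ep300 peaks of the second experiment, the H3K27me3 difference weakened from -9.58 to -0.544 in ectoderm and reversed from -12.5 to 0.598 in endoderm, and both intervals included 0. The causes that were tried for the ectoderm marks are given under the other observations, and none was shown to account for these changes. Without matching, the kept difference in FS morphant endoderm reversed from -6.37 to 2.43 (0.867 to 3.98). The strongest bin held 570 of 2349 co-bound and 589 of 9248 other endoderm peaks, and nearly all of them were kept, against 19.1% and 39.8% in the weakest bin, so uneven strength was the cause. With lists of equal length, the change in the Sox3 share from stage 9 to 10.5 reversed from -26.7 to 8.90 (7.12 to 10.8). The stage 10.5 Sox3 list has 14648 peaks against 6039 for Foxi2, so much of the Sox3 list can have no Foxi2 partner, and that alternative takes the excess away.

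The share of regions bound at a single stage moved with the lists. For Foxi2 it went from 61.1% to 57.6% in the stronger 50% of each list, 52.1% with lists of equal length and 61.9% with peaks trimmed to the summit. For Sox3 it went from 73.6% to 76.5% and 63.7% under the first and second of these. The difference in stage 8 Sox3 binding between co-bound and other Ep300 peaks, 1.53 with an interval that included 0, became 2.46 (0.918 to 4.11) when at least 50% of each peak had to be shared and 1.92 (0.403 to 3.37) when the summit had to lie in the other peak, both with intervals above 0. The endoderm gene count remained 3 within 50 kb, but its permutation p of 0.0542 was past the threshold, against 0.0018 to 0.0122 under the other alternatives. The cause was not tested for these.

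Several results that kept their direction and their side of the threshold still moved in size, with these ranges under the alternatives. Shared Foxi2 peaks ranged from 7.59% to 11.2% at stage 8, 34.0% to 48.2% at stage 9 and 57.4% to 80.0% at stage 10.5, and shared Sox3 peaks at stage 10.5 from 30.5% to 57.0%, far beyond the counting intervals at that stage. The Ep300 difference between regions with and without stage 10.5 binding ranged from 25.7 to 46.4 for Foxi2 and from 16.3 to 30.3 for Sox3. The ectoderm minus endoderm difference in co-bound share ranged from 12.4 to 32.1, the SE difference in ectoderm from 6.76 to 16.1, and the kept difference in FS morphant ectoderm from -25.9 to -8.39. Among values for single classes, genes and regions, 63 moved and 96 did not, where a share counts as moved beyond its counting interval and a gene count beyond 1.5 times. With lists of equal length 13 shares of regions in a class and 10 Ep300 shares of a class moved, and in the stronger 50% of each list 13 and 13 did. Of the 6 named regions, the 3 present in FS morphants stayed present under the 3 alternatives run for them. The 3 that overlapped no FS morphant peak could not change, because these alternatives only tighten the overlap rule or shorten the lists.

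No paired analysis was possible because each group has 1 list and the lists carry no replicate numbers. For the same reason, leaving out replicates and other splits of the samples were not possible. The motif search and its alternatives were not run. The first Ep300 experiment and H3K27ac have 1 sample per group in the labels, which limits the comparisons that rest on them alone. The first Ep300 lists nevertheless carry irreproducibility scores, which need replicates, so how these lists were made is not settled.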

Other observations

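The tests of FSMO-only peaks against all endoderm peaks and in the strongest bin, of H3K27me3 at stage 8 regions and of peak density, and the controls with the first ectoderm list and with Foxi2 peaks, were chosen only after the result was seen.

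The lower kept share of co-bound peaks in FS morphant ectoderm was set against technical explanations. Within bins of equal strength the difference was -24.4 percentage points, so strength alone does not account for it, and within 50 finer bins it was -24.8. With lists of equal length it was -25.9, which argues against the shorter morphant list as the cause. Co-bound peaks recurred in the first wild-type list more often than others, by 9.22, which argues against poorer recurrence. Among ectoderm peaks that also overlapped a wild-type endoderm peak it was -23.0 (-27.4 to -19.1), so it is not a loss of ectoderm-only peaks whatever binds them. Among ectoderm peaks that overlapped no endoderm peak it was wider, at -31.8 (-35.2 to -28.2). In endoderm, the smaller difference was -3.93 (-5.81 to -2.12) among peaks that overlapped no ectoderm peak. This argues against stray ectoderm cells as the only source of the endoderm difference. Among endoderm peaks that overlapped an ectoderm peak it was -3.74 (-5.65 to -1.72). Both are smaller than the -6.37 of all endoderm peaks, so sharing with ectoderm may account for part of that value. A dependence of Ep300 on the factors at these sites may explain the pattern. It remains a hypothesis, since it was tested on 1 pair of lists per tissue, and an effect of morpholino injection itself was not tested.

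The overlap of co-bound Ep300 peaks with chromatin marks was tested against peak strength. Within bins of equal strength the ectoderm difference was 3.14 for H3K27ac, -10.1 for H3K27me3 and 7.19 for SEs, each with an interval that excluded 0. By these matched values, strength was not the whole cause of the H3K27me3 and SE differences. In the stronger 50% of each list H3K27me3 and SEs still differed, by -7.84 and 7.78. That setting also cut the Foxi2 and Sox3 lists, so it changed the grouping and is not a test of Ep300 strength alone. For H3K27ac the stronger 50% gave -0.790 (-3.76 to 2.22) and 50 bins of strength 3.15 (0.539 to 6.15). Strength may account for most or all of the H3K27ac difference of 16.6, and these values do not settle which. For H3K27me3, peaks found in both wild-type experiments still gave -4.21 (-7.35 to -0.963), so peaks of the first experiment alone were not the whole cause. H3K27me3 overlapped 38.8% (36.5 to 41.1) of other peaks found in the first experiment alone, against 28.0% (25.7 to 30.3) of other peaks found in both. Why the difference was not detected in the full second list stays open.

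Few peaks were shared between Foxi2 and Sox3 at stage 8. If weak stage 8 peaks were the reason, the share among stronger peaks would reach that of stage 9. It was 7.95% in the stronger 50% of each stage 8 list, below the 34.0% of the stronger 50% at stage 9. Cutting both lists also removes possible partners at both stages, which limits this test. With lists of equal length the shares of Foxi2 peaks were 11.2% at stage 8 and 48.2% at stage 9. Whether the stage 8 Sox3 list holds sites of another factor, which could lower the sharing at that stage, is not settled here. No biological explanation was tested.

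FS morphant ectoderm had 1152 Ep300 peaks that overlapped no wild-type ectoderm peak of the same experiment. In the first wild-type ectoderm list, 14.5% (12.6 to 16.6) of them were found, against 61.8% (60.1 to 63.5) of the 3101 peaks seen in wild-type alone. The difference of -47.3 decides nothing about weak peaks missed by the wild-type list, because one set was picked for absence from a wild-type list and the other for presence in one. The share of morphant peaks that wild-type ectoderm lacked fell from 64.2% in the weakest of 10 bins to 5.29% in the strongest, so missed weak peaks may be the source of many of them. In the strongest bin, 19 of 359 ectoderm peaks were lacking and 0 of 1124 in endoderm. The difference of 5.29 does not decide it for those 19 either, because the endoderm count is 0 and the wild-type endoderm list is longer. Wild-type endoderm peaks covered 32.1% of them, which is -54.3 percentage points (-57.1 to -51.3) relative to the peaks of the FS morphant endoderm list, so endoderm cells or endoderm sites were not the source of all of them. Of the 3101, 30.5% overlapped a wild-type endoderm peak, and the difference of 1.61 (-1.88 to 5.21) leaves a gain of endoderm sites neither shown nor excluded for the 370 peaks at such sites. Among endoderm peaks absent from wild-type ectoderm, those in the strongest of 10 bins appeared in FS morphant ectoderm more often than those in the weakest, by 9.14 (6.78 to 11.6), as an admixture of endoderm cells would give. The same rise was 3.66 (1.79 to 5.66) in the first wild-type ectoderm list, and 11.4% (9.51 to 13.6) of the strongest bin appeared in the morphant list. For those 370 peaks, endoderm cells may be a source, and a gain of endoderm sites cannot be told apart from it with these lists.

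Sox3 regions bound at stage 8 alone (3979) overlapped endoderm Ep300 of stage 10.5 more often than ectoderm Ep300, in 18.4% (17.2 to 19.6) and 1.31% (0.998 to 1.71) of cases. With lists of equal length the difference was 10.5, and in the second experiment it was 17.6, so neither the longer endoderm list nor the first list alone was the cause. One remaining candidate explanation is that the stage 8 Sox3 list holds sites of another factor. The extraction protocol in the labels names an antibody against VegT, but it does so for all 31 samples, so it does not single out this list, and VegT binding was not tested. The strongest stage 8 Sox3 peaks recurred in later Sox3 lists more often than the weakest, by 44.7 percentage points (31.0 to 61.1), but stage 8 Foxi2 peaks set against the same Sox3 lists rose by 48.2 (44.8 to 51.8). The endoderm preference was also not limited to regions of stage 8 alone. It was 28.4% against 0.917% in Sox3 regions bound at stages 8 and 9. In those bound at stages 8 and 10.5 it was 26.0% against 4.78%, and in those bound at all 3 stages 39.5% against 31.0%. In Foxi2 regions bound at stage 8 alone it was 5.40% against 1.46%. These shares were not corrected for the longer endoderm list. Among Sox3 regions without stage 8 binding, the 180 of stage 9 alone showed the preference, at 12.2% against 2.22%. It was absent in those of stage 10.5 alone, at 17.4% against 18.5%, and of stages 9 and 10.5, at 42.3% against 57.8%. A real Sox3 list and a list of another factor therefore cannot be told apart by these values. Endoderm-specific Sox3 binding was not tested, since the Sox3 lists are from whole embryos.

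The same 3979 Sox3 regions also lay in H3K27me3 regions of stage 10.5, in 67.7% of cases (66.2 to 69.1) for ectoderm and 80.5% (79.2 to 81.7) for endoderm. Random placement gave at most 16.5% and 15.3% (permutation p 0.001 for each, the smallest that 1000 placements can give). For Foxi2 regions bound at stage 8 alone the shares were 25.4% and 23.9%, and for Sox3 regions bound at stage 10.5 alone 20.8% and 19.3%.

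Peaks were dense in a few 1-Mb blocks. On chromosome 8 from 14000001 to 15000000 the first endoderm Ep300 list had 107 peaks, against a median of 6 per occupied block, while the second wild-type endoderm list had 7 there. On chromosome 9 from 45000001 to 46000000 the stage 8 Sox3 list had 57 peaks, the stage 9 list 1 and the first endoderm Ep300 list 68. A mitochondrial region ranked 8 among the endoderm H3K27ac regions and counted as an SE.

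The mean span of SEs here was 70.4 kb in ectoderm and 70.5 kb in endoderm. That is higher than the value quoted from the study above. The summed length of the peaks inside each SE averaged 26.8 kb in ectoderm and 21.2 kb in endoderm.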
